A study of Homo sapiens with 6 samples. Its data were reported in "Gene expression profiling reveals aryl hydrocarbon receptor as a possible target for photobiomodulation when using blue light" (2016).

How the data were processed

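HaCaT cells, a human keratinocyte line that became immortal in culture, were irradiated with blue light for 30 min, and total RNA was taken 1 h later. Control cells were kept from the light on the same plates. Of each of 3 plates, 1 irradiated and 1 control sample were hybridised to Affymetrix human gene arrays (HuGene 2.0 ST), which gives 6 arrays. The labels give the plate number of each sample, and the groups and pairs were taken from these labels. The study's methods state that these experiments were done in triplicate and repeated, without saying whether the plates came from separate cultures. If they did not, the p-values measure the spread between these samples, which may be technical.

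The values analysed are log2 expression values per gene, as deposited by the authors. According to the study's methods, probes were grouped by a custom chip definition, version 18, with one probe set per Entrez gene, and the arrays were quantile normalized. The submitters' processing notes name RMA. The sorted values were identical in 5 arrays, and those of the remaining array lay within 0.00179 on the log2 scale. The methods also name a plate normalization before testing. Such a step would change the sorted values of single arrays, and no trace of it was found in the table. Changes that alter the total amount of RNA cannot be seen after quantile normalization, since it gives each array the same distribution.

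The table holds 24733 genes, of which 23934 have 1 symbol, 0 have several and 799 are unnamed here. By their Entrez numbers, 23893 genes were found in the reference gene table of the GRCh38.p14 assembly, and 0 symbols were updated. This table was used for names and gene classes and for no coordinates. Of the genes, 17753 are protein coding and 1466 are small RNA genes by their symbols, which takes in small nucleolar RNAs, Cajal body RNAs and microRNAs and leaves out spliceosomal RNAs such as RNU5B-1. Genes with near-identical copies are uncertain on such arrays. Among the genes named here this applies to the UGT1A genes, which share most of their exons, to AKR1C2 and AKR1C3, to HSPA1A and HSPA1B, and to genes with pseudogenes such as HMGN2 and DDX11.

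Irradiated and control arrays were compared gene by gene with limma 3.58.1 in R 4.3.3, on the deposited log2 values, with the plate as a block and moderated variances. The residual degrees of freedom were 2 and the prior degrees of freedom 3.81. P-values were adjusted over all genes by the method of Benjamini and Hochberg, with a threshold of 0.05. The study's methods remove the plate effect by a normalization based on k-means before the one-way test. The block is another way to account for plates, and it counts the degrees of freedom that the plates use. Deviations from the group means correlated across genes at 0.156, 0.0651 and 0.0879 between both arrays of a plate, and at -0.105 to 0.000626 between arrays of different plates and groups. The F test of the plate found 0 genes after adjustment and 1803 genes at an unadjusted p under 0.05.

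Gene lists were fixed before the data were examined, and classes read from the gene symbol were added, which makes 35 lists. Some share a theme with pathways that the study reported as changed at this time in its samples, these among them. These themes are TGF-β, NF-κB, TNF, DNA replication, steroid hormones, xenobiotics and tryptophan. Such lists are no independent check of the study. Each of the 35 lists was tested with camera at a preset correlation between genes of 0.01, with adjustment over the lists. Camera with a correlation estimated from the data and fry, which asks whether the genes of a list move one way on balance, were run beside it. With an estimated correlation, camera rests on the residual degrees of freedom, 2 here, which leaves it little power. Members were also adjusted over the list alone. The genes to be named were set by a rule before the data were examined. In each direction, it takes the 10 genes of largest change among those past the adjusted threshold with the same direction on all 3 plates, without small RNA genes and unnamed genes, and fills up with the genes of smallest unadjusted p where fewer pass. It adds the genes of the aryl hydrocarbon receptor (AHR) pathway that the study names, the genes it tested by PCR at a later time, and up to 4 members of smallest p from each list described. Which lists to describe by their members was settled after the values were seen.

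The steps were tested on simulated data with the variances of these arrays. With 50 genes changed at each size together, limma with the plate block recovered 4.8% of the genes changed by 0.5 on the log2 scale, 84.2% at 1, 95.4% at 1.5 and 99.8% at 2. These shares hold for that number of changed genes. In 10 simulations without any effect it called 0.1 genes on average. For arrays, their number limits the precision, and no background signal was analysed here.

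The alternatives were a fit without the block, the methods' one-way test on the deposited values and on values centred on each plate, variance moderation with a trend and robust fitting, median centring, a second quantile normalization, leaving out the lower 50% of genes by mean level, leaving out small RNA and unnamed genes, and leaving out each plate. All arrays and columns of the table were used. Arrays taken at other times after irradiation were not analysed here.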

Results

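Gene expression was measured 1 h after a 30 min irradiation of HaCaT keratinocytes with blue light, to find out which genes respond early and whether the AHR pathway is among them. The dose was 41.4 J/cm² at 23 mW/cm² and a distance of 55 mm. The wavelength is 452 nm in the sample descriptions and 453 nm in the irradiation protocol. The data comprise 3 irradiated and 3 control arrays, with 1 of each on each of 3 plates, and 24733 genes. Correlations between arrays across genes ranged from 0.993 to 0.997. The median 95% interval of a gene's difference reached 0.24 on the log2 scale to either side, which is 1.18-fold.

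Among the genes of smallest p with the same direction on all 3 plates, HMOX1, the inducible haem oxygenase, was 2.24-fold higher in irradiated cells (95% interval 1.74 to 2.88). Its log2 level was 7.01 ± 0.40 after blue light and 5.85 ± 0.24 in control cells (SD, n = 3 each). The pseudogene NMRAL2P was 2.25-fold higher (1.80 to 2.80) and AKR1C2, an aldo-keto reductase that acts on steroids, 1.84-fold higher (1.49 to 2.28). The control level of AKR1C2, 3.98 on the log2 scale, was near the mean of melanocyte markers at 3.84, and it is not shown to lie above background. In the other direction, KLF10, a transcription factor induced by TGF-β, stood at 0.692 of its control level (0.597 to 0.802), and CYP24A1, which degrades vitamin D, at 0.658 (0.560 to 0.775). None of these genes passed the adjusted threshold.

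The other genes of the 10 higher ones had log2 differences of 0.74 for RNU5B-1, a spliceosomal RNA, 0.70 for CCPG1, a receptor for the autophagy of the endoplasmic reticulum, 0.66 for ZDHHC11, 0.67 for LINC01564, 0.64 for UGT1A5, 0.60 for the T cell receptor segment TRBV27 and 0.56 for LINC00029. The 10 lower ones further held LINC01273 at -0.69, the helicase DDX11 at -0.65, SPRR2F, a protein of the cornified envelope, at -0.61, REP15 at -0.61, the nucleosome-binding HMGN2 at -0.59, OR7E85BP at -0.57, PIN4P1 at -0.60 and KIAA1614 at -0.60. The standard errors of these differences lay between 0.08 and 0.10. CCPG1, LINC01564, TRBV27, LINC00029 and OR7E85BP, with control levels of 3.36 to 3.97, are not shown to lie above background. Nor are REP15 and LINC01273 after blue light, at 3.78 and 4.14.

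Over all genes, limma with the plate block found 0 genes at an adjusted p under 0.05, and the smallest adjusted p was 0.898. At an unadjusted p under 0.05 there were 1288 genes, or 5.21%, against 1237 by chance. Of these, 645 were higher and 643 lower after blue light. The same direction on all 3 plates was seen for 26.7% of genes, where chance gives 25%. The methods' one-way test found 0 genes on the deposited values, and 889 on values centred on each plate, a test that does not count the degrees of freedom of the plates.

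The AHR is a transcription factor that binds xenobiotics and products of tryptophan and induces enzymes of their metabolism. CYP1A1, its most used target gene, was 2.81-fold higher after blue light (1.58 to 5.00), with log2 levels of 7.33 ± 1.20 against 5.84 ± 0.30 (SD, n = 3 each). Its log2 difference was 0.98, 0.89 and 2.60 on plates 1, 2 and 3, and 0.93 without plate 3. CYP1B1, another cytochrome of this family, was 1.78-fold higher (1.35 to 2.35), with differences of 0.65, 0.54 and 1.31. The glucuronosyltransferases UGT1A5 and UGT1A4 were 1.56-fold and 1.35-fold higher.

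The study's AHR genes, called the AHR battery here, held its enzymes with each measured UGT1A gene, and AHR, ARNT and AHRR. Of these 17 genes, 5 were higher and 1 was lower at an unadjusted p under 0.05. The median log2 difference was 0.16, that of UGT1A8. With the lower 50% of genes left out it was 0.25, that of NQO1, which is also an NRF2 target. Over all genes 0 passed, and 4 passed when adjusted over the list alone, namely UGT1A5, CYP1B1, UGT1A4 and CYP1A1. UGT1A5 and UGT1A4 may hold 1 signal, which was not tested. Control levels ran from 2.72 for UGT1A8 to 9.73 for UGT1A6. The exons that all UGT1A genes share therefore do not set these values alone. High CYP1A1 and CYP1B1 in its samples, these among them, led the study to this pathway, whose genes it took from the literature, so that these calls are not independent evidence of the direction. The log2 difference was 0.26 for ALDH3A1, 0.25 for NQO1, 0.22 for ARNT, the partner of the AHR, and 0.20 for UGT1A6. It was -0.25 for CYP1A2, -0.41 for UGT1A10, -0.05 for the repressor AHRR, -0.03 for GSTA1 and -0.01 for AHR itself. Without plate 3, NQO1 was at 0.09 and UGT1A10 at -0.07, without plate 2 UGT1A10 was at -0.74, and without plate 1 CYP1A2 was at -0.16. UGT1A7, UGT1A8, UGT1A9, UGT1A10 and CYP1A2, with control levels of 2.72 to 4.16, are not shown to lie above background. The list stood higher by camera (adjusted p = 0.0032), with an adjusted p = 0.603 with an estimated correlation and 0.201 by fry.

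A list of 14 AHR target genes from general knowledge, of which 7 are also in the battery, had a median of 0.15 and an adjusted p = 0.0032 by camera. With an estimated correlation the adjusted p = 0.607, without plate 3 the camera value was 0.0702 at a median of 0.08, and on plate-centred values it was 0.0519. CYP1B1, CYP1A1 and TIPARP, an AHR target that modifies proteins with ADP-ribose, passed when adjusted over the list alone, against 0 over all genes. TIPARP differed by 0.40 and the growth factor EREG by 0.37. Of 11 genes that the study links to the AHR, as downstream genes, binding partners or members of signalling, the cell cycle inhibitor CDKN1B was at 0.28, JUNB at -0.24, TRADD at -0.13 and NFE2L2, which encodes NRF2, at 0.04. CDKN1B was at 0.17 without plate 3, and NFE2L2 at 0.018 to 0.071 with a plate left out. That list did not pass by camera (adjusted p = 0.835), which looks for a shift in 1 direction. Its members moved both ways, 5 higher and 6 lower.

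**Figure D1:**
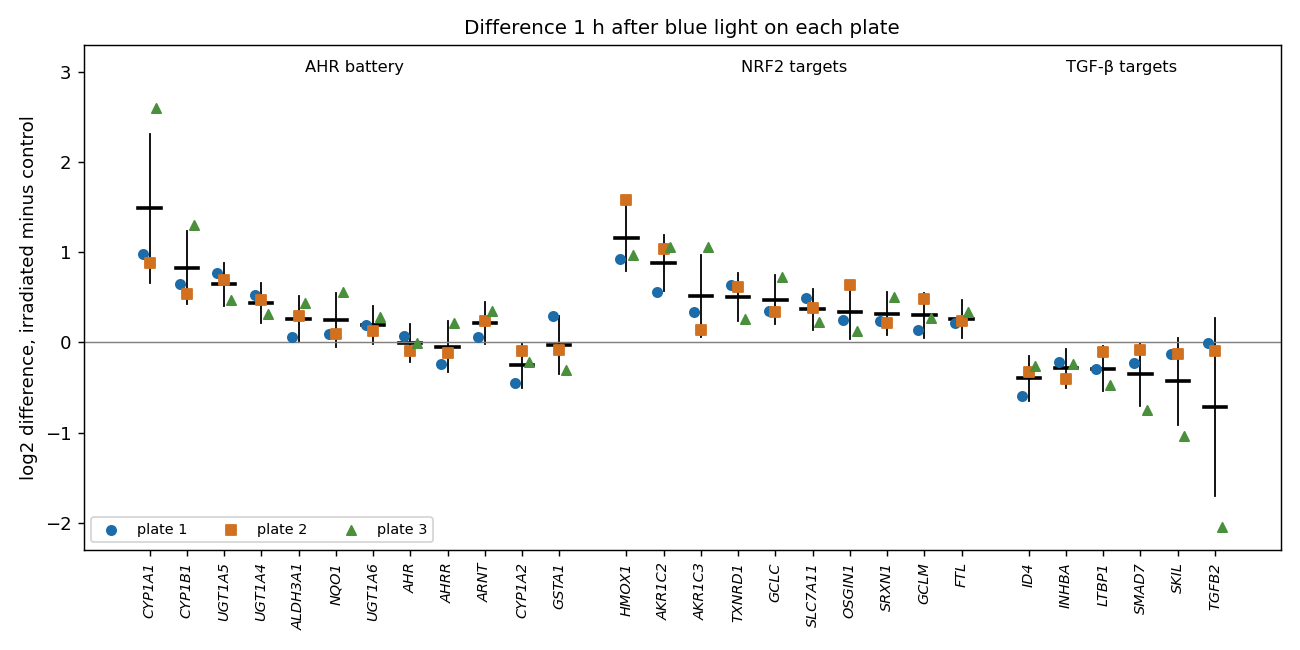
Log2 difference between irradiated and control cells of 1 plate (vertical axis) for genes of the AHR battery, NRF2 targets and TGF-β targets, chosen from the lists after their values were seen (horizontal axis), with a marker for each of 3 plates, a bar for the mean and a line for its 95% interval from limma. CYP1A1 lies at 0.98, 0.89 and 2.60 on plates 1, 2 and 3, and HMOX1 at 0.93, 1.58 and 0.97.

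Targets of NRF2, the transcription factor of the oxidative stress response, stood higher as a group. Of 23 measured members, 11 were higher and 0 lower at an unadjusted p under 0.05. The median log2 difference was 0.25, that of NQO1, which was at 0.09, 0.09 and 0.56 on plates 1, 2 and 3. With the lower 50% of genes left out, the median of the list was 0.17. Besides HMOX1 and AKR1C2, the thioredoxin reductase TXNRD1 was 1.42-fold higher (1.18 to 1.71), GCLC, which makes the precursor of glutathione, 1.39-fold (1.15 to 1.68) and the cystine transporter SLC7A11 1.29-fold (1.10 to 1.51). These 5 genes passed when adjusted over the list alone, and 0 over all genes. The median was 0.13, 0.16 and 0.19 on plates 1, 2 and 3. Camera gave an adjusted p = 3.75e-08, against an adjusted p = 0.603 with an estimated correlation and 0.201 by fry. The estimated correlation of this list was -0.020, below the preset 0.01. Without plate 3 the median was 0.14, at a camera adjusted p of 9.78e-07.

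The list of 23 antioxidant enzymes, 5 of them also NRF2 targets, had a median of 0.06 and did not pass (adjusted p = 0.0547), although it passed without the plate block (adjusted p = 0.034) and in 4 other settings (adjusted p 0.00654 to 0.0395). TXNRD1, sulfiredoxin SRXN1 at 0.32 and the glutathione peroxidase GPX1 at 0.29, or 0.18 without plate 3, had the smallest p in it. Genes of ATF4 and the unfolded protein response had a median of 0.06 (adjusted p = 0.0628), or 0.037 without plate 3, with SLC7A11 at 0.37 and STC2 at 0.43, or 0.27 without plate 3. That list passed with a trend and robust moderation (adjusted p = 0.0125), with the lower 50% of genes left out (0.0185) and on plate-centred values (0.0478). Heat shock genes had a median of 0.01 (adjusted p = 0.835). Among these, DNAJA4 was at 0.33. HSPA1A was at 0.15, HSPA1B at 0.22 and DNAJB1 at 0.15, genes chosen after their values were seen, and without plate 3 they were at 0.012, 0.073 and 0.25.

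Targets of TGF-β signalling stood lower, with a median of -0.24 over 19 genes, 4 of them lower and 0 higher at an unadjusted p under 0.05. Past the threshold were 0, both over all genes and adjusted over the list alone. The study also reported this pathway as lower at this time, in samples that include these, so the direction is not an independent finding. ID4 was at -0.40, SMAD7, an inhibitor of this pathway, at -0.36, INHBA at -0.29 and LTBP1, whose control level of 4.21 is not shown to lie above background, at -0.29. Camera gave an adjusted p = 0.00151, and the adjusted p = 0.603 with an estimated correlation. The median was -0.11 without plate 2 and -0.08 without plate 3, with camera adjusted p of 0.00418 and 0.0103, and -0.098 with the lower 50% of genes left out. SMAD7 was at -0.16 without plate 3. Genes of the circadian clock had a median of -0.15 over 19 genes, with 5 lower and 0 higher at an unadjusted p under 0.05. The repressors BHLHE40 and BHLHE41 were at -0.45 and -0.36, NR1D2 at -0.44, or -0.25 without plate 3, and TEF at -0.34. The adjusted p = 0.0032 by camera, 0.746 with an estimated correlation and 0.213 without plate 3, where the median was -0.04. It was 0.113 with the one-way test on the deposited values, and the median was -0.23 without plate 1 and without plate 2.

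Immediate early genes, which respond to growth factors and stress within an hour, did not move in 1 direction as a group (median -0.03, adjusted p = 0.449). Of 36 genes, 5 were lower and 2 higher at an unadjusted p under 0.05. This is 19.4%, against 5.21% over all genes. KLF10 was the 1 gene past the threshold when adjusted over the list alone, against 0 over all genes. EGR1 was at -0.32, NR4A2 at -0.31 and FOS at -0.16, or 0.010 without plate 2. Genes of NF-κB and TNF signalling had a median of 0.03 and an adjusted p = 0.969, with the chemokines CXCL2 at -0.50 and CXCL8 at -0.40, IL1A at 0.43, or 0.25 without plate 3, and IL23A at 0.27. CXCL2, with a control level of 4.08, is not shown to lie above background. KRT5, a keratin of basal keratinocytes, was at 0.04. The study's PCR of KRT5, FOS and CXCL8 used RNA from a later time, so these values are no check of it.

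The list of 28 genes of the G2 phase and mitosis had a median of 0.12, and 0 of its genes had an unadjusted p under 0.05. AURKB was at 0.19, KIF20A at 0.27, CDC25B at 0.23 and CCNB2 at 0.18, and without plate 3 each of the last 3 was at 0.04 to 0.05. Camera gave an adjusted p = 0.00201, against an adjusted p = 0.746 with an estimated correlation, which was 0.64. The median was -0.02, -0.01 and 0.34 on plates 1, 2 and 3, and without plate 3 it turned to -0.01 at an adjusted p of 0.773. Both arrays of plate 3 stood apart from the others, the irradiated one on the first principal component, which held 29.5% of the variance, and the control one on the second, which held 25.5%. Genes of the G1/S transition (median -0.07, adjusted p = 0.126) and of DNA replication (median -0.04, adjusted p = 0.213, and -0.067 to -0.017 with a plate left out) did not pass. The G1/S list passed without plate 2 (median -0.11, adjusted p = 0.0233) and on plate-centred values (0.0496), and its median was 0.0037 without plate 3. The nuclear genes of the respiratory chain had a median of 0.05 over 39 genes, with NDUFS7 at 0.34 and COX6B1 at 0.25. Their adjusted p was 0.0229 by camera, 0.603 with an estimated correlation, 0.225 without plate 1 and 0.195 without plate 2, with medians of 0.04 and 0.03.

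**Figure D2:**
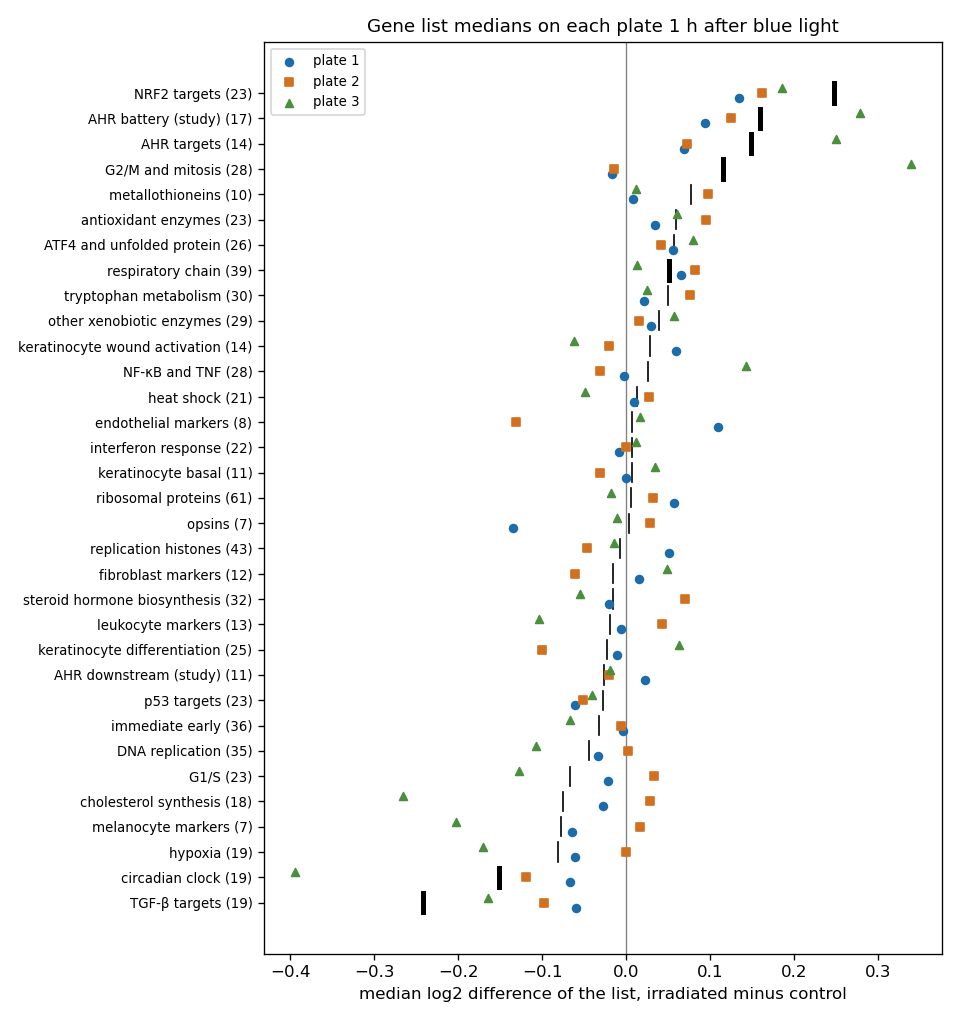
Median log2 difference between irradiated and control cells (horizontal axis) of each gene list (vertical axis, number of genes in brackets), with a marker for each of 3 plates and a bar for the median of the fitted differences, thick where the camera adjusted p was under 0.05. The NRF2 targets lie at 0.13, 0.16 and 0.19 on plates 1, 2 and 3, and the mitosis list at -0.02, -0.01 and 0.34.

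Genes of steroid hormone synthesis did not pass as a group (adjusted p = 0.498), and their median of -0.02 differed in sign from their mean of 0.11. Of its genes, 4 passed when adjusted over the list alone, namely AKR1C2, CYP1B1, CYP1A1 and CYP11B2, against 0 over all genes. The list shares 3 genes with the AHR battery and 2 with the NRF2 targets. Tryptophan metabolism (adjusted p = 0.458) had HAAO at 0.29, and other enzymes of xenobiotic metabolism (adjusted p = 0.775) had CYP2B6 at -0.37, or -0.21 without plate 3. CYP11B2 and CYP2B6, with control levels of 2.96 and 3.23, are not shown to lie above background. Cholesterol synthesis had a median of -0.07 (adjusted p = 0.0547, with 0.0262 without plate 2 at a median of -0.13 and 0.684 without plate 3 at -0.046) with MVD at -0.27, hypoxia genes -0.08 (adjusted p = 0.085, with a median of -0.013 without plate 3 and -0.035 with the lower 50% of genes left out) with PFKFB3 at -0.28, and p53 targets -0.03 (adjusted p = 0.325, with medians of -0.059 to -0.0046 with a plate left out) with PHLDA3 at 0.37.

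The remaining lists did not pass. The adjusted p was 0.498 for metallothioneins, 0.521 for olfactory receptors, 0.592 for ribosomal proteins, 0.857 for opsins, 0.969 for replication histones and 0.969 for the interferon response. It was 0.969 for basal keratinocyte genes and 0.635 for genes of activated keratinocytes. Markers of other cell types had an adjusted p of 0.498 for melanocytes, 0.803 for fibroblasts, 0.969 for leukocytes and 0.969 for endothelium.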

Values the study reported

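At 1 h after irradiation, the study reported 1358 differentially regulated genes. For the AHR signaling pathway at that time it gave p = 0.3300.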

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

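The choices below were fixed before the data were examined. Median centring and a second quantile normalization moved values by at most 0.000678 and 0.00149 on the log2 scale and so test nothing. The methods' one-way test on plate-centred values called 889 genes (436 higher, 453 lower) and 4817 at an unadjusted p under 0.05. With the lower 50% of genes left out, 676 genes had such a p, as fewer genes were tested, and 12 of the 20 named genes were left. Among genes at an unadjusted p under 0.05, the share of higher ones was 45.3% with the one-way test on deposited values and 50.5% to 54.3% with a plate left out; the cause was not tested.

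Without the plate block 0 genes and 8 lists passed, the antioxidant list being added, and this pairing changed no other list's call. Of the 20 named genes, 17 had an unadjusted p under 0.05 without the block, and 14 with the one-way test on deposited values. There were 9 lists with a trend and robust moderation, 9 on plate-centred values and 10 with the lower 50% of genes left out. In that last setting the battery's median was 0.25 and that of the NRF2 targets 0.17. With an estimated correlation 0 lists passed, and 0 by fry, so that calls were lost for the AHR battery (median 0.16, adjusted p 0.603 and 0.201) and the NRF2 targets (median 0.25, the same adjusted p). The estimated correlations of the battery and the NRF2 targets, -0.043 and -0.020, lay below the preset 0.01. Correlated members therefore do not account for the loss of these calls in camera. That form of camera rests on the 2 residual degrees of freedom. Its unadjusted p was 0.0213 for the NRF2 targets and 0.0639 for the battery, so these lost calls decide little. The estimate was 0.64 for the mitosis list and 0.26 for clock genes. With a plate left out, 4 to 8 lists passed, and the medians ranged from 0.15 to 0.21 for the battery and 0.14 to 0.28 for the NRF2 targets. With a plate left out, differences that turned direction ranged from -0.32 to 0.010 for FOS, -0.048 to 0.034 for AHR, -0.18 to 0.049 for AHRR, -0.19 to 0.11 for GSTA1, -0.13 to 0.18 for UGT1A1, -0.19 to 0.38 for UGT1A8 and -0.024 to 0.17 for UGT1A9. The cause was not tested for these genes. The mitosis list, at -0.014 to 0.17, was the one list past the threshold that turned, and it is weighed below. Medians of lists not past the threshold also turned, from -0.11 to 0.0037 for G1/S, -0.040 to 0.079 for NF-κB and TNF, -0.045 to 0.0045 for immediate early genes, -0.051 to 0.0054 for the study's genes linked to the AHR, -0.0024 to 0.040 for heat shock, -0.025 to 0.0034 for histones, -0.034 to 0.020 for basal and -0.054 to 0.013 for differentiation genes of keratinocytes, -0.025 to 0.021 for steroid synthesis (0.047 with the lower 50% of genes left out), -0.023 to 0.042 for xenobiotic enzymes, -0.0029 to 0.098 for metallothioneins, -0.066 to 0.0068 for opsins, -0.045 to 0.031 for interferon, -0.030 to 0.044 for leukocytes, -0.033 to 0.10 for endothelium and -0.021 to 0.049 for ribosomal proteins.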

Other observations

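Of the tests below, the number of splits for genes at an unadjusted p, the test of lamp heat, the weighing of the mitosis list (the refit without a plate was set beforehand) and the lists without shared genes were chosen after the results were seen. Genes of keratinocyte differentiation did not move as a group (adjusted p = 0.775), and members differed in direction. The members of smallest p were KRT1 and KRT10 at 0.49 and 0.40 on the log2 scale, and KRT2 and involucrin (IVL) at -0.27 and -0.44. KRT10 was at 0.25 without plate 1, KRT2 at -0.17 without plate 2 and IVL at -0.19 without plate 3. KRT2, with a control level near that of AKR1C2, is not shown to lie above background. None of these passed when adjusted over the list alone, nor over all genes.

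The methods' one-way test, on values centred on each plate in place of the study's normalization based on k-means, called 889 genes here. That is lower than the value quoted from the study above, which came with another plate adjustment. Why these counts differ was not tested. For the AHR battery the adjusted p was 0.0032 by camera at the preset correlation, 0.603 with an estimated correlation and 0.201 by fry. These come from other tests and another list than the value quoted from the study above.

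A candidate explanation for the 889 calls is that centring on the plates uses degrees of freedom that the test does not count. Swapping the labels on 1 plate parts as many pairs but keeps part of any light effect. It gave 584 to 736 calls, and simulations without an effect gave 855 on average (694 to 949). The real grouping gave the highest number of the 4 such splits (1 of 4), too few to tell whether blue light added calls.

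The 6 arrays make 10 splits, too few for a share under 0.05. With the plate block, 6 of them part 1 pair and give the true difference on a single plate, each plate's fit counted in 2 splits, so that there are 7 distinct fits and these 6 are no groupings free of light. The comparable splits are the 4 that part all pairs. Apart from the real one, these swap the labels of 1 plate only and so keep part of any light effect. Their medians were 0.044 to 0.083 for the NRF2 targets and -0.0074 to 0.084 for the AHR battery. They are therefore no groupings free of light either. Past the adjusted threshold, 10 of the 10 splits had as many genes as the real one, which is fixed by the count of 0 (highest other 0) and tests nothing. At an unadjusted p under 0.05, 3 of the 10 splits had as many genes as the real one (1288, highest other 3515), namely the real one and the fit of plate 3 counted in 2 splits, and the highest other split that parts all pairs had 1142. The number of lists was reached by the same 3 splits (7, highest other 7), and the highest other that parts all pairs had 1 list.

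The higher NRF2 and AHR lists and the lower TGF-β list were set against a trend of the difference with expression level. None of these lists passed camera with an estimated correlation (adjusted p = 0.603 for each). Of 10000 random lists matched on mean level, 0% had a median as extreme, for each of these 3 lists, which argues against such a trend. Heat from the lamp may raise HMOX1. The highest upper 95% limit among HSPA1A, HSPA1B, DNAJB1 and HSPH1 was 0.51, below the lower limit of HMOX1 at 0.80. These limits stayed apart without plate 1 (0.68 and 0.85) and without plate 3 (0.50 and 0.79). They overlapped without plate 2 (0.66 and 0.65). Whether heat raises these heat shock genes as far as HMOX1 was not measured here. The limits therefore cannot decide, and heat is not excluded. In 1 of 10 splits, the real one, −log10 p was 8.97 for NRF2 and 3.32 for the AHR battery, where the highest others, 4.12 and 1.33, are true differences on a single plate and the highest others that part all pairs were 1.92 and 0.736, but the splits are too few for a share under 0.05. A response to blue light, by NRF2 and AHR, heat from the lamp, and the covered side of the plate, which goes with the light, stay open.

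Without the genes shared with the AHR lists, the 22 other NRF2 targets had a median of 0.18 on the log2 scale, with 0.14, 0.19 and 0.16 on plates 1, 2 and 3. Without the NRF2 targets, the 16 other genes of the AHR battery had a median of 0.11, with 0.13, 0.13 and 0.25 on these plates. Without AHR and AKR1C genes, the steroid list had a median of -0.05 over 27 genes. The higher mitosis list was set against a difference on 1 plate. Its median was -0.02 and -0.01 on plates 1 and 2 and 0.34 on plate 3. Without plate 3 its camera adjusted p was 0.773, so the call rests on plate 3 alone. Why plate 3 differed was not tested.

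Small RNA genes made up more of the genes at an unadjusted p under 0.05, with 8.94% of them against 4.97% of other genes, a ratio of 1.80. Noisier values of these genes may give this ratio without any effect. With the labels of 1 plate swapped the ratio was 1.26 to 1.80, and the lowest lay close to the bound set before this result was seen, so that the test is weak. The list of small RNA genes did not pass (median 0.01, adjusted p = 0.498), but with the lower 50% of genes left out it did (median 0.06, adjusted p = 0.00865).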
